A study of Gallus gallus and Mus musculus with 15 samples. Its data were reported in "Developmental and evolutionary comparative analysis of a regulatory landscape in mouse and chicken" (2022).

How the data were processed

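Chromatin from dissected mouse and chicken embryos was immunoprecipitated for H3K27ac, a histone mark of active promoters and enhancers, or for CTCF, a protein that binds insulators and the anchors of chromatin loops. The 15 libraries fell into 12 groups by species, mark, tissue and stage, as the sample labels gave them. H3K27ac was profiled in posterior trunk (PT), skin, proximal forelimb (PFL), distal forelimb (DFL) and forebrain (FB) of each species, the skin being whisker pad (WP) in mouse and dorsal skin (DS) in chicken. The 3 groups with 2 libraries were mouse PT, chicken PT and chicken DS, and the other groups had 1. The labels do not say whether the replicates came from separate dissections. All mouse tissues except WP came from B6CBAF1 embryos and WP from CD1, and all chicken tissues came from White Leghorn embryos. The chicken forelimb libraries were made with an H3K27ac antibody from another maker than the rest, and the forelimb libraries of both species and the mouse CTCF library were processed by the authors from data they or others had published earlier.

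The submitters' processing notes name cutadapt 1.16, Bowtie2 2.3.5, SAMtools 1.9 and MACS2 2.1.1.20160309, and the genome builds mm10 and galGal6. The versions of the aligner and of SAMtools given in the study's methods differ from these notes. According to those methods, the authors brought the H3K27ac libraries of a species to the same number of reads, called peaks for each library, and called them again on merged replicates. They used a looser q threshold for WP, whose list reached down to a −log10 q of 1.10, while the lowest value of any other list was 1.31 or more. The mouse CTCF reads were also down-sampled by the authors. The deposited fold enrichment of a peak is the authors' value over the local background, a linear ratio, and was used to describe, rank, filter, weigh and compare peaks within a list. Across lists it entered in the acetylation relative to FB and in the comparison of mouse and chicken FB, where each value is relative to its own library's background. The deposited −log10 p and −log10 q of each peak are likewise the authors' values, and −log10 q was used for stricter thresholds. Peak lists hold no reads, so the depth behind each peak is unknown, and no interval given below covers read sampling. Among the lists were 18 of peaks, 4 of peaks paired with conserved non-coding elements (CNEs, sequences alignable between mouse and chicken, carrying a shared number, in or within 660 bp of the peak), and 6 of peaks that overlap accessible chromatin from ATAC-seq, which measures how readily a transposase cuts the DNA. According to the study's methods, the accessible regions were the ATAC-seq peaks of both replicates joined and extended by 660 bp on each side. The ATAC-seq peaks themselves were not analysed here.

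Coordinates are 1-based and are those of the authors' files. Mouse genes were taken from the GENCODE annotation of mm10. The chicken gene table at hand belonged to another assembly, so chicken promoters, exons and genes were not analysed here, nor was the planned comparison of tissues across species by gene. Peaks of the merged replicates were used where they were given. Peaks were extended by 660 bp on each side, as in the study, pooled over the tissues of a species and merged into elements. An element was called specific if it held peaks of 1 tissue and pleiotropic if it held peaks of 2 or more. Mouse elements that overlap an exon were kept in counts over all elements and in the overlap of tissues. For promoters and enhancers they were left out, and the remainder were promoters within 2 kb of an annotated transcription start site (TSS) and enhancers otherwise. Overlap meant at least 1 bp.

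Replicates were compared by the share of peaks that overlap and by the Jaccard index, the shared base pairs over all covered base pairs, with 100 circular shifts of the peaks along each chromosome as background. Shares are given with Wilson 95% intervals, which treat peaks as independent and cover counting error only. Fisher's exact tests were two-sided. Fold enrichments of open and left-out peaks were compared by two-sided permutation tests of the median with 100000 resamples, and other permutation tests used 10000. Benjamini-Hochberg adjustment was made within each family of tests, with a threshold of 0.05. Peaks, elements, CNEs and genes are not biological replicates: p-values over them describe these libraries, and the groups have 1 or 2 libraries each. The share of chicken peaks with a CNE was the only value tested across libraries.

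At the HoxD locus the mouse intervals ran from Atp5g3 to Evx2, over the cluster from Evx2 to Hoxd1, and from Hoxd1 to Hnrnpa3. For the comparison of species, segments bounded by CNEs acetylated in both were used in place of genes, and their bounds were chosen after seeing the data. Acetylation of a stretch was summed as fold enrichment times covered base pairs. The most acetylated stretch was the shortest run of 10 kb windows, moved in steps of 2 kb, that held 30% of the positive difference from FB for skin and limb or 50% for PT.

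The 15 gene lists were fixed before the data were examined. The planned test asked, for each list and tissue, whether more list genes than other genes had an enhancer specific to the tissue within 100 kb of a TSS, over 75 tests. Where every member of a list had such an enhancer, a continuity correction was added to each cell of its odds ratio under the alternatives. The planned test was checked on simulated data. With tissue labels shuffled between enhancers it still called 3.15 of the 75 tests on average over 20 runs, and 7 in the worst run, since neighbouring genes of a list share enhancers and genes differ in how many they have. It recovered all 15 lists when a forebrain-specific enhancer was planted beside every member, the strongest effect a list can have, which does not bear on smaller ones. A test against 10000 shuffles of the tissue patterns between enhancers, and a Fisher's exact test that counts every enhancer near a list once, were therefore added in that order, after the planned results had been seen. Each made 0 calls in the same 20 simulated runs, which follow the null that both tests assume and so do not bear on false calls from neighbouring enhancers that share a pattern. In the same way, CNEs shared between species were first counted by gene and then, after those results were seen, each once. The cross-species pairing test gave p below 0.05 in 7 of 100 simulated runs with no relation.

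Genes were named by a rule fixed before the data were examined: the Hoxd genes and their neighbours, the members of a list called for a tissue with the 4 having most specific enhancers first, the 5 genes per tissue with most specific enhancers, the 3 strongest peaks per library at least 2 kb from a TSS, and the 5 strongest CTCF peaks of each HoxD interval. Some genes that this rule names are not reported here. Chicken positions take the place of chicken genes.

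Alternatives were stricter peak thresholds, −log10 q of at least 2 or 5, WP at 1.3, the same number of peaks in every tissue, each replicate's own list, no extension, 5 kb around the TSS, exons kept, other overlap rules, a 50 kb gene window, the nearest gene, and other shares of the signal. Added after seeing the data were matching on element width, the replicate lists and a replicate block for the chicken CNE shares, leaving the cluster peaks out of S1, counting all mouse elements with and without a CNE, leaving out the forelimb or the chicken forebrain libraries, odds ratios in place of phi for WP with DS and PFL (intervals from 10000 resamples of the elements, which cover no spread between libraries), and the tests named above. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.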

Results

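H3K27ac was profiled in mouse posterior trunk (PT) at E8.5 and in whisker pad (WP), proximal forelimb (PFL), distal forelimb (DFL) and forebrain (FB) at E12.5. In chicken it was profiled in PT at HH18, in PFL and DFL at HH28, and in dorsal skin (DS) and FB at HH35. CTCF was profiled in PT of mouse at E10.5 and of chicken at HH18. WP holds the primordia of vibrissae and DS those of feathers, and PT holds the tailbud and the forming somites. Mouse PT, chicken PT and chicken DS had 2 libraries each and every other group 1. The 10 H3K27ac groups were set beside each other to ask which regulatory sequences are used in each tissue, how many are used in more than 1, and whether those conserved in sequence are acetylated in the same tissue of both species.

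Mouse tissues had similar numbers of acetylated regions, whereas chicken DS and FB had far fewer than the other chicken tissues. The mouse lists held 53057 H3K27ac peaks in PT, 56155 in WP, 45549 in PFL, 38428 in DFL and 38449 in FB, a ratio of highest to lowest of 1.46. In chicken, 42726 peaks were called in PT, 35275 in PFL and 38811 in DFL, but 10032 in DS and 7002 in FB, a ratio of 6.10. CTCF peaks numbered 61257 in mouse and 55627 in chicken. The strongest H3K27ac peaks away from TSSs recurred between mouse tissues. The same site in an intron of Gm16675, nearest to Irf2, on chromosome 8 of mm10 (46686672–46687373 in PT), was among the 3 strongest of PT, WP, DFL and FB, with fold enrichments of 18.8, 19.8, 13.96 and 12.8. An intergenic site on chromosome 15 (50053501–50054152 in DFL) ranked among the 3 strongest in DFL and PFL. The TSS of its nearest coding gene, Trps1, lies 774 kb away, and a link to that gene was not tested. In chicken a peak on chromosome 33 of galGal6, at 77041–77634 in DS and 77003–77703 in FB, was the strongest of the listed peaks in both tissues (fold enrichment 22.9 and 21.5).

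Replicates shared far more of their peaks than by chance, but to different degrees. In mouse PT, 62.5% of the 58236 peaks of replicate 1 overlapped a peak of replicate 2, and 81.0% of the 49657 peaks of replicate 2 overlapped one of replicate 1. The shares were 78.3 and 77.9% in chicken PT (42985 and 42841 peaks). In DS they were 49.3 and 86.3% (12344 and 7307 peaks). Circularly shifted peaks overlapped at 1.82, 3.79 and 0.821% on average. The Jaccard index of the replicates was 0.454 in mouse PT, 0.5998 in chicken PT and 0.414 in DS. Between tissues it ranged from 0.226 to 0.563 in mouse and from 0.0960 to 0.444 in chicken. Mouse PFL and DFL thus overlapped more than the 2 mouse PT replicates did, so a modest difference between mouse lists is within the spread of replicates.

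Proximal and distal forelimb shared the largest part of their elements in both species. Their Jaccard index over elements was 0.572 in mouse and 0.529 in chicken. In mouse WP came next to the limb (0.482 with PFL), and PT and FB stood farther, joining the others at 0.365 and 0.355. The order of these last tissues depended on the PT list: with replicate 2 alone PT had 0.328, 0.335 and 0.330 with WP, PFL and DFL, below the 0.343, 0.366 and 0.379 of FB. In chicken DS and FB, the tissues with the fewest peaks, were grouped together at 0.397. With the same number of peaks in every chicken tissue this grouping was lost: DS was then closer to PT (0.471) and PFL (0.470) than to FB (0.434), and FB stood alone. PFL and DFL stayed closest (0.692).

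With mouse elements that overlap an exon kept, about the same share of elements was used in a single tissue in the 2 species. Of 74812 mouse elements 50.7% held peaks of 1 tissue, and of 46687 chicken elements 50.7%. In mouse 27427 of them overlap an exon, and without these the share was 61.9% of enhancers and 61.6% of promoters. Chicken exons were not set apart. Over all elements, all 5 tissues had a peak in 17.0% of the mouse and 7.26% of the chicken elements. PT had the highest share of elements of its own, 34.4% in mouse and 38.5% in chicken. In mouse WP and FB followed with 26.2 and 25.4%, and PFL and DFL had 13.4 and 10.1%. In chicken DS and FB had 11.7 and 12.1%, with the fewest peaks of all, and PFL and DFL 20.1 and 23.5%. The genes with most PT-specific enhancers within 100 kb in mouse were Atp9a (13 of 21 enhancers), Foxp1 (12 of 34) and Mast4 (12 of 22), followed by Bbx and Cgnl1 with 11 each. WP was led by Smyd3 (19 of 45), PFL by Dlgap1 (9 of 23), DFL by Mecom (8 of 22) and FB by Nrxn3 (9 of 11), which encodes a synaptic adhesion protein. The leading FB genes also included Dscaml1 and Myt1l, a neuronal transcription factor gene, with 9 and 8 specific enhancers.

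**Figure D1:**
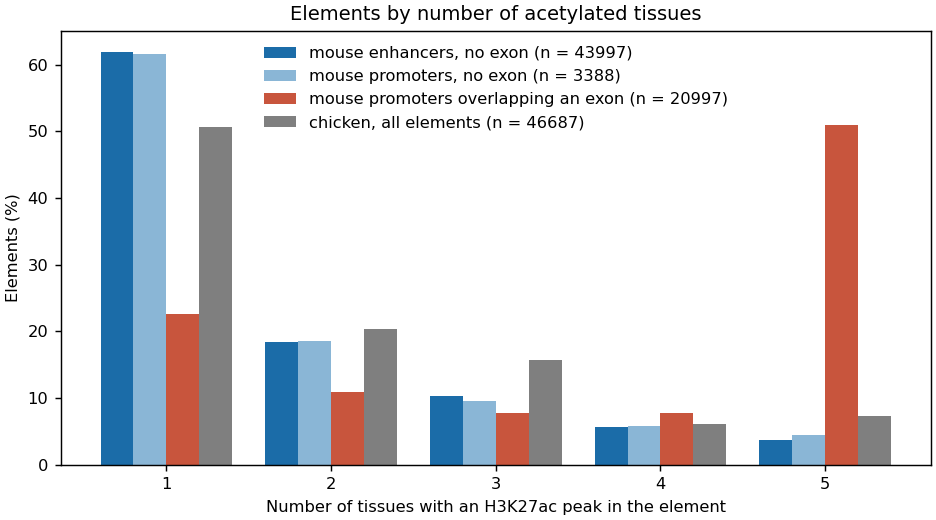
Percent of elements (vertical axis) by the number of tissues in which they held a H3K27ac peak (horizontal axis), as bars for mouse enhancers, mouse promoters without and with an exon, and all chicken elements. Elements of 1 tissue made up 50.7% in chicken, and exon-overlapping promoters of mouse stood out with 51.0% in all 5 tissues.

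Away from exons, mouse promoters and enhancers were pleiotropic to a similar degree. A TSS is the first base of an exon, so the promoters left by the exon filter lie beside a TSS and none contains one. The comparison therefore does not cover elements at the TSS itself. The study reported that most promoters were pleiotropic and most enhancers specific in both species. A peak in 2 or more tissues was found for 38.4% (36.8–40.1%) of 3388 promoters and 38.1% (37.6–38.5%) of 43997 enhancers, an odds ratio of 1.01 (p = 0.686, Fisher's exact test, two-sided). The exon filter removed 86.1% of the promoter elements, 20997 of 24385, and 51.0% of those removed held peaks in all 5 tissues. With exons kept, 71.9% of promoters and 38.3% of enhancers were pleiotropic (odds ratio 4.13), and with peaks not extended the odds ratio was 1.92. Within deciles of element width, an alternative chosen after seeing the data, it was 1.17 (1.07–1.27).

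Enhancers with a CNE were used in more tissues in mouse. Of the mouse enhancers with a peak in PT or WP, 60.7% (59.3–62.1%) of 4951 with a CNE and 44.4% (43.8–45.0%) of 26802 without were pleiotropic (odds ratio 1.93, p = 4.25e-99, Fisher's exact test, two-sided). CNE enhancers were wider, with a median of 2206 against 1871 bp, and within deciles of width the odds ratio was 1.39 (1.29–1.51). In chicken, where promoters and exons were not set apart, the difference had the opposite sign: 58.1% of 5238 elements with a CNE and 61.1% of 24574 without were pleiotropic (odds ratio 0.883, exact p = 6.27e-05). Over all mouse elements the odds ratio was 1.45. With replicate 1 or 2 alone in place of the merged peaks the chicken value was 1.12 or 1.08. CNEs were listed only for the merged chicken peaks, so elements of a replicate count as CNE elements only at a CNE already listed. These replicate values therefore cannot decide the direction. The mouse value rose with single PT replicates too, from 1.93 to 2.28 and 2.22. Without extension the chicken value was 0.942 (exact p = 0.0729). Within deciles of width it was 0.599 (0.555–0.646) and with the same number of peaks per tissue 0.450. No direction is given for chicken, since promoters and exons were not set apart and the value depended on how peaks were joined.

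The share of peaks at conserved elements was higher in chicken PT than in the other lists. A CNE lay in or within 660 bp of 16.6% (16.3–17.0%) of chicken PT peaks, 11.1% (10.504–11.734%) of DS peaks, 11.1% (10.8–11.3%) of mouse PT peaks and 12.0% (11.7–12.2%) of WP peaks. Chicken PT exceeded DS with an odds ratio of 1.595 (exact adjusted p = 2.62e-45) and mouse PT lay below chicken PT with 0.624 (adjusted p = 2.51e-136). The difference between mouse PT and WP was small, 0.916 (adjusted p = 4.51e-06), as was that between WP and DS, 1.09 (raw and adjusted p = 0.0149; 4 Fisher's exact tests, two-sided). The raw p of the first 3 were 1.31e-45, 6.27e-137 and 3.38e-06. The 10032 strongest chicken PT peaks, as many as DS had, had a CNE in 11.6% (10.95–12.2%), an interval that overlaps that of DS, and the difference at an equal number of peaks was not tested. Between the chicken PT and DS libraries, 2 of each, the share differed by 4.61 percentage points on average, and an exact permutation test over so few libraries cannot give a p below 0.333 (two-sided), the value reached. The shares of single libraries count only CNEs listed for the merged peaks.

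Most acetylated regions lay in or near accessible chromatin. Open peaks, those overlapping an ATAC-seq peak of either replicate extended by 660 bp on each side, made up 78.1% in mouse PT, 87.7% in WP and 96.4% in mouse FB. In chicken they made up 89.6% in PT, 88.4% in DS and 88.9% in FB. No background of shifted peaks was computed for these shares. The accessible regions of PT came from a later stage than its H3K27ac in both species, and those of the other tissues from the same stage. The widest of the 95% intervals spanned 88.2 to 89.6%, in chicken FB. Open peaks had the higher median fold enrichment in all tissues except chicken FB. The ratio of the median of open to that of left-out peaks was 1.25 in mouse PT, 1.31 in WP and in mouse FB, 1.17 in chicken PT and 1.05 in DS. In chicken FB it was 0.844, with medians of 4.18 and 4.95. Each p was 1e-05, the smallest that 100000 resamples can give (adjusted 1.2e-05), except in DS, where raw and adjusted p were 5e-05 (6 two-sided permutation tests).

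The tissue-specific enhancers of mouse lay beside genes known from the same tissue for several lists. Each enhancer within 100 kb of a list gene was counted once, in a test chosen after the planned results were seen. FB-specific enhancers made up 36.4% of the 118 beside forebrain regulators, against 11.3% of all others (odds ratio 4.50, exact adjusted p = 7.97e-11). Examples are the transcription factor genes Neurog2 and Sox1, with 4 of 8 enhancers specific to FB each, and Dlx1, a gene of inhibitory neuron precursors, with 3 of 10. Neuronal genes stood out in FB too, with 16 of 52 enhancers specific (odds ratio 3.47, exact adjusted p = 0.00265), led by Rbfox3 with 6 of 21 and Dcx with 3 of 5. The neural tube list had 21 of 92 (odds ratio 2.31, exact adjusted p = 0.0142), a list that shares Neurog2, Sox1 and Pax6 with the forebrain list.

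WP-specific enhancers made up 31.7% of the 145 beside regulators of facial mesenchyme, against 16.7% of others (odds ratio 2.31, exact adjusted p = 3.62e-04). They were most numerous at Alx4 (8 of 15), Alx1 (5 of 5) and Pax3 (5 of 9), transcription factor genes of the craniofacial mesenchyme and neural crest. The skin ectoderm and placode list did not stand out in WP (26 of 160, odds ratio 0.963). It did in PT (55 of 160, odds ratio 1.92, exact adjusted p = 0.00324), with most at Dsp (8 of 9), which encodes a desmosome protein, Ptch1 (8 of 15), the receptor of hedgehog ligands, and Lef1 (5 of 12), a Wnt effector, followed by the epithelial genes Grhl2, Krt18 and Tfap2c with 4 each.

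PT-specific enhancers made up 36.3% of the 157 beside tailbud and presomitic mesoderm genes, against 21.5% of others (odds ratio 2.09, exact adjusted p = 5.67e-04). The leading members were the signalling genes Fgf4 (8 of 9), Wnt5a (7 of 16) and Fgf8 (5 of 13), with Greb1 (7 of 14) and Cyp26a1 (5 of 6), whose product degrades retinoic acid. At the Hox clusters other than HoxD, 14 of 27 enhancers were specific to PT (51.9%, odds ratio 3.93, exact adjusted p = 0.00542), among them 6 of the 10 near Hoxb1. The distal limb list was also higher in PT (44 of 126, odds ratio 1.962, exact adjusted p = 0.00542), with Sall4 (10 of 17), Sall1 (7 of 11) and Sall3 (7 of 8) in the lead. By the planned count of genes this list went the other way in PT, with 12 of 24 genes against 60.1% of others. Its odds ratio there was 0.664, and it was not called. Lower shares were found for the forebrain and neural tube lists in PFL (1 of 118 and 0 of 92; exact adjusted p = 0.0153 and 0.0144) and for the distal limb list in FB (4 of 126; adjusted p = 0.0143). In all, 8 of the 75 list and tissue pairs were higher and 3 lower (Fisher's exact test, two-sided), 14 adjusted over the list alone, and 21 at an unadjusted p under 0.05. Under all 6 alternatives tried 7 of the calls held, and the other 4, both lists in PFL, the neural tube list in FB and the distal limb list in FB, did not. The raw p of the 11 calls ran from 1.06e-12 for forebrain genes in FB to 0.00224 for forebrain genes in PFL. The lists for somite, muscle, proximal limb, dermis and papilla, endothelium and blood, the HoxD cluster and ubiquitous genes were not called in any tissue.

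The planned test counted genes with at least 1 specific enhancer. It called 7 pairs higher and 3 lower of 75, with 13 adjusted over the list alone and 19 at an unadjusted p under 0.05, over 17135 coding genes with an enhancer of 21924. The forebrain list in FB (19 of 25 genes, odds ratio 7.57, exact raw p = 2.12e-06, adjusted p = 7.97e-05) and the face list in WP (19 of 24, odds ratio 4.11, adjusted p = 0.0306) were again higher. So were the face list in DFL (9 of 24, exact adjusted p = 0.0424), the proximal limb list in DFL (8 of 17, adjusted p = 0.0179) and the distal limb list in DFL (9 of 24, adjusted p = 0.0424), which were not called when each enhancer was counted once. The planned test did not call the tailbud list (exact adjusted p = 0.0695) or the skin ectoderm list (0.127) in PT. In FB it did not call the neuronal list (0.127) or the neural tube list (0.0695). The pairs found lower over enhancers were not called by it either. The other Hox clusters were higher in PT (28 of 30 genes, odds ratio 9.33, exact adjusted p = 0.00179) and DFL (18 of 30, odds ratio 8.60, adjusted p = 1.36e-06) and lower in WP, PFL and FB. Neighbouring Hox genes share enhancers: the 28 genes in PT rested on 14 enhancers and the 18 in DFL on 2, and with PT replicate 2 alone the odds ratio in PT was 1.49 (exact adjusted p = 0.771). This test called up to 7 pairs in simulated data with no relation, and when tissue patterns were shuffled between enhancers none of its 10 calls passed. The closest was the forebrain list in FB at an adjusted p of 0.05, and the others had adjusted p from 0.276 to 0.618.

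**Figure D2:**
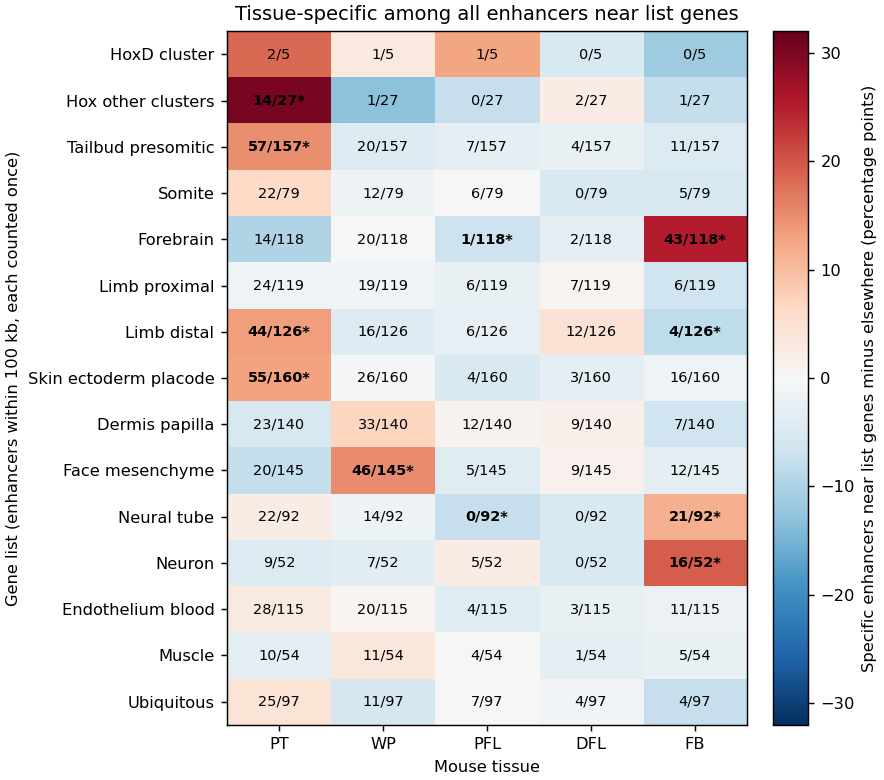
Enhancers specific to each mouse tissue (columns) among all those within 100 kb of the genes of each list (rows), with colour for their percent minus that among all other enhancers, in percentage points, and a star for an adjusted p under 0.05. The darkest called cells are the other Hox clusters in PT (14 of 27) and the forebrain list in FB (43 of 118).

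Acetylation at the TSSs themselves was counted by list. All 17 ubiquitous genes had a TSS peak in each of the 5 mouse tissues. Over all 21924 coding genes, 13267 had one in PT, 14150 in WP, 12831 in PFL, 12350 in DFL and 12402 in FB. Of the 26 tailbud and presomitic genes 24 had one in PT, 14 in WP, 9 in PFL, 10 in DFL and 13 in FB. Among the 25 forebrain genes 23 had one in FB, 14 in WP, 10 in PT, 9 in DFL and 7 in PFL. The 22 dermis and papilla genes all had one in WP, 19 in PT and in PFL, 18 in DFL and 3 in FB. Of the 28 skin ectoderm and placode genes 25 had one in WP, 17 in PT, 15 in DFL, 13 in PFL and 7 in FB. The Hox genes outside HoxD carried a TSS peak at 24 of 30 genes in PT, 15 in DFL, 11 in PFL, 2 in WP and 0 in FB. These counts were not tested.

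At HoxD the acetylated genes differed by tissue along the order of the cluster. The mouse cluster, from Evx2 to Hoxd1 on chromosome 2 of mm10 (74652991–74765142), held 24 peaks over 15804 bp in PT, 14 over 8991 bp in PFL, 12 over 8458 bp in DFL, 4 over 1790 bp in WP and 0 in FB. PT replicates had 22 and 24 peaks over 17765 and 13504 bp. Hoxd1 (74762980–74765142), at one end of the cluster, had a TSS peak only in PT and WP of the 5 tissues, with fold enrichments of 3.95 and 4.49. WP also had a peak at the TSSs of Hoxd3 and Hoxd4 (3.45), and at no other gene of the cluster. Hoxd3 and Hoxd4 had TSS peaks in PT and PFL too, with highest fold enrichments of 2.76 and 4.16. Hoxd8, Hoxd9 and Hoxd10 had TSS peaks in PT and PFL, the last pair also in DFL, and Hoxd11, Hoxd12, Hoxd13 and Evx2, at the other end, in PFL and DFL alone. The neighbours Mtx2, Lnpk, Atp5g3 and Hnrnpa3 had TSS peaks in all 5 tissues, and the values for Mtx2 ran from 8.18 in FB to 11.4 in WP. Since 1 library stands behind each tissue other than PT, these are values with no test.

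**Figure D3:**
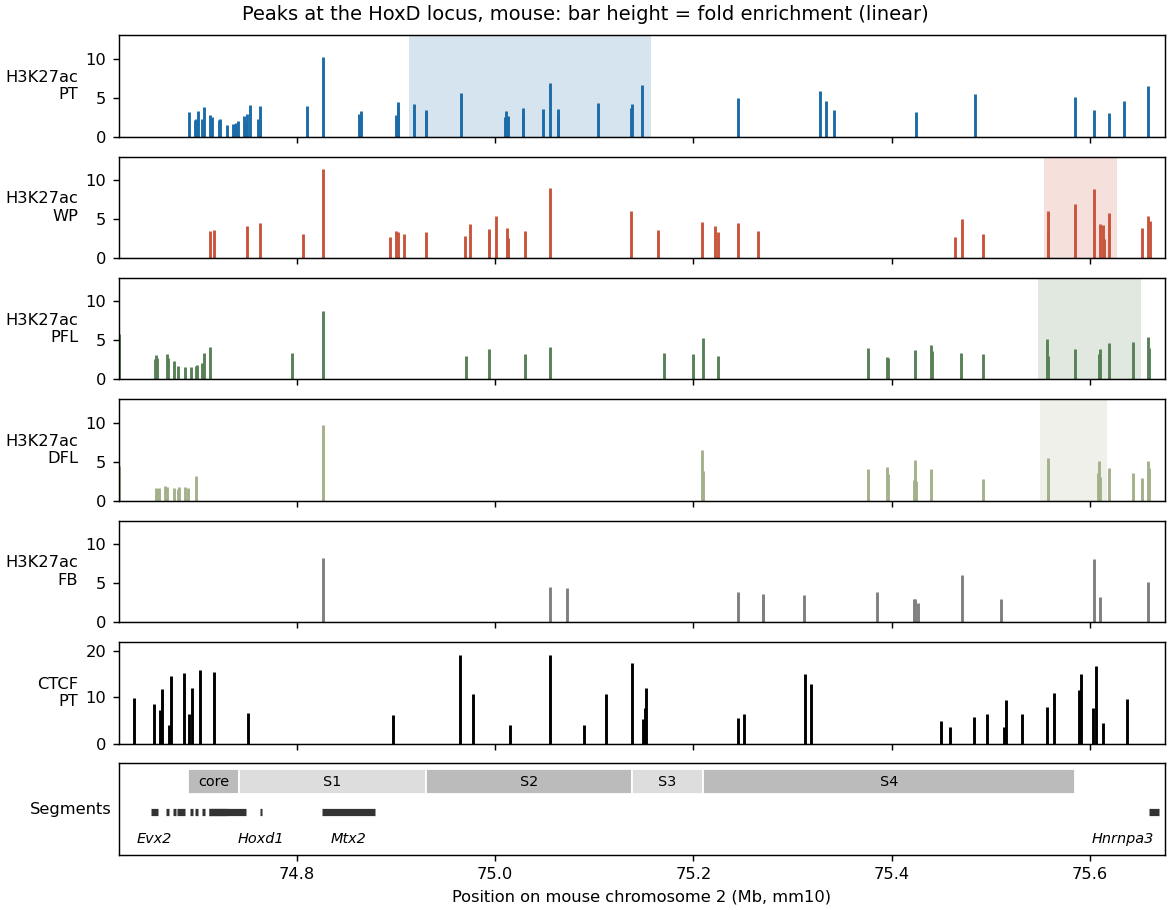
H3K27ac and CTCF peaks along the mouse HoxD locus on chromosome 2 of mm10, with a row per tissue, fold enrichment of each peak as height, the most acetylated stretch relative to FB shaded, and genes (dark bars) and the segments between shared CNEs in the lowest row, where core is the part of the cluster between a pair of them. The cluster holds 24 peaks in PT, 4 in WP and 0 in FB.

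The balance between the flanking gene deserts also differed. On the side of Atp5g3 and Lnpk, DFL had 43 peaks over 20883 bp, WP 28 over 10308 bp, FB 17, PT 15 and PFL 10. On the side from Hoxd1 to Hnrnpa3 (74765143–75659260), WP had 37 peaks over 14800 bp, PT 35 over 16970 bp, PFL 27, DFL 21 and FB 16. The telomeric side was compared between species in 4 segments, named S1 to S4 from the cluster outward and bounded by CNEs acetylated in both species. They spanned 74741551–75585185 on mouse chromosome 2 and 16265532 to 15862694 on chicken chromosome 7 of galGal6, where the locus runs in the opposite direction. In mouse the summed acetylation of PT lay at 42.9% in S1 (17 peaks, 8761 bp), 28.8% in S2 (13 peaks, 5915 bp), 6.53% in S3 and 21.7% in S4. WP was alike, with 36.4% in S1 and 34.1% in S2. The 2 mouse PT replicates had 43.5 and 34.4% in S1, a spread wider than the difference between PT and WP. In S3 the replicates had 7.66 and 1.41%, and in S4 22.8 and 34.4%, so S4 was level with S1 in replicate 2. S1 begins inside Hoxd3 and is not desert alone: it includes the end of the cluster with Hoxd1, and the promoter of Mtx2. Cluster peaks made up 40.9% of its acetylation in PT (7 peaks) and 19.4% in WP (2 peaks), and without them S2 exceeded S1, with 34.9 against 30.8% in PT and 36.7 against 31.6% in WP.

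In chicken PT, S2 held the largest share, 33.8% (14 peaks, 7054 bp), S3 held 20.8% (11 peaks, 5272 bp), S4 27.9% and S1 17.5%, and the replicates had 35.8 and 33.3% in S2. DS had 10 peaks in the 4 segments, with 40.4% in S2 and 31.1% in S3 (4 and 3 peaks over 1101 and 720 bp) and 6.86% in S1. Its replicates had 13 and 5 peaks, and S2 and S3 together held 68.0 and 87.3%. The order of S2 and S3 turned between them, with 43.7 and 24.3% in replicate 1 and 32.6 and 54.6% in replicate 2. S1 held 13.5% in replicate 1 and 0% in replicate 2. S2 thus made up 24.6% of the length in mouse and 24.2% in chicken and held more than that in PT of both species, and S3 made up 11.1% of the length in chicken.

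The most acetylated stretch relative to FB lay mostly in S2 in the merged mouse PT list, at 74913143–75157142, 85.1% of it in S2. With replicate 2 alone it was 75003143–75337142, with 40.5% in S2, 21.2% in S3 and 38.2% in S4, whereas with replicate 1 alone 84.4% lay in S2. In chicken PT it was 16032252–16150251, with 54.9% in S2 and 38.0% in S3. The stretch of DS, 16032252–16050251, lay in S3 and S4, and in each of its replicates began at 16060252. That of WP lay at the far end of the desert, 75553143–75627142, partly beyond S4. It began at 74817143, in S1, when 40% of the signal was taken, so its place depends on that share. The study used coverage in place of peaks and scanned a range that began farther from the cluster than 74817143. It placed the stretch of WP elsewhere, in its D1-region next to the cluster. The cause of this difference was not tested.

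**Figure D4:**
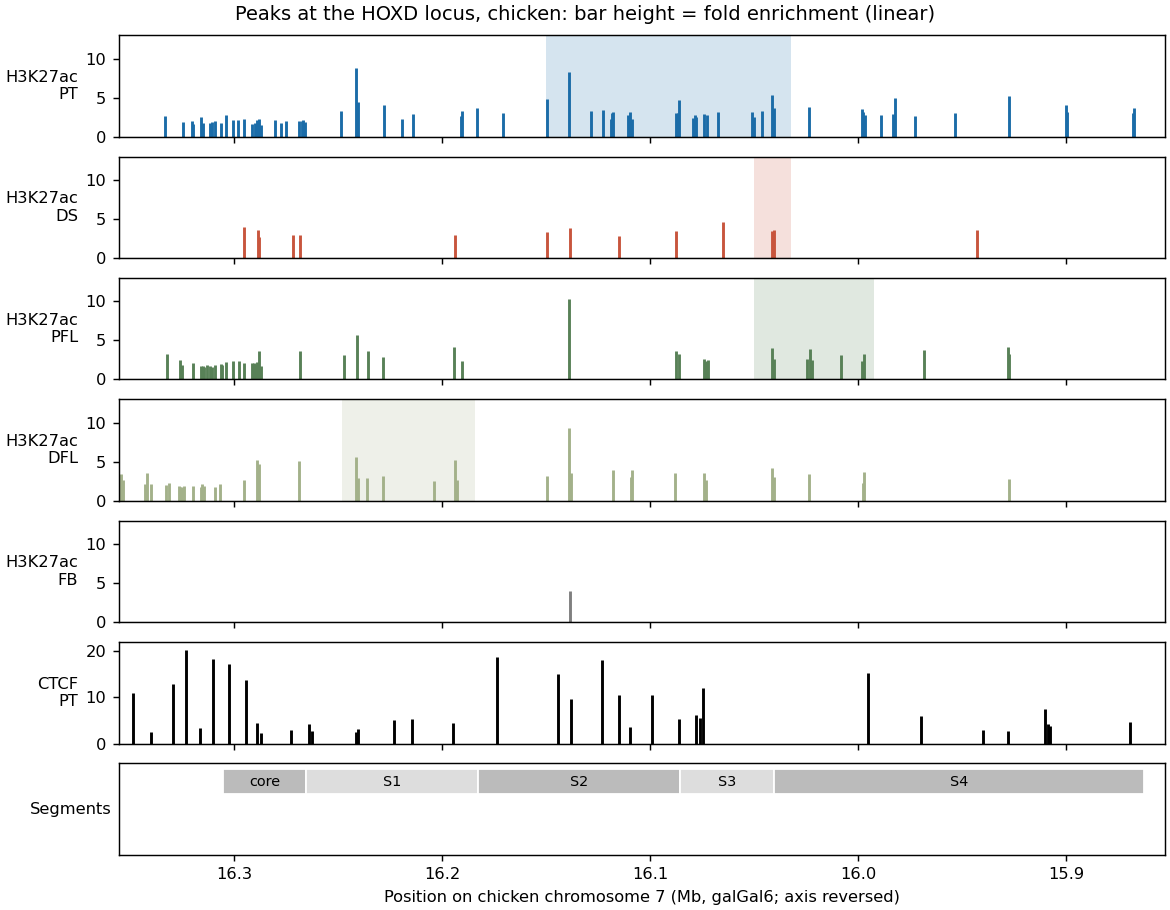
H3K27ac and CTCF peaks along the chicken HOXD locus on chromosome 7 of galGal6, with a row per tissue, fold enrichment of each peak as height, the most acetylated stretch relative to FB shaded, and the segments in the lowest row, the axis running from high to low positions. PT has 49 peaks in the segments, DS 10 and FB 1.

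The strongest CTCF peaks of the telomeric side lay in S2 in both species. The highest mouse peaks were at 74964312, 75055187 and 75137881, all intergenic and in S2, with fold enrichments of 19.3, 19.1 and 17.4. In chicken the highest pair, at 16173323 and 16122780 with 18.8 and 18.2, was also in S2, and next came a peak in S4 at 15994888 (15.26) and a further one in S2 at 16143772 (15.16). The segments held 25 CTCF peaks in mouse and 26 in chicken. S1 had 2 peaks in mouse and 7 in chicken, none of them above a fold enrichment of 6.60 and 5.402. Inside the mouse cluster the strongest CTCF peak, at 74702209–74702623 between Hoxd9 and Hoxd8, reached 16.0, and the next, at 74715695–74716379, which overlaps Hoxd3, Hoxd3os1 and Hoxd4 and an exon, 15.4. On the other side of the cluster the strongest of all lay at 74066632–74067067 (18.4, intergenic).

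Across the genome CTCF and H3K27ac overlapped more than by chance. Of the CTCF peaks 11.7% in mouse and 17.5% in chicken overlapped a H3K27ac peak of PT, against 1.81 and 3.66% of shifted peaks, with the highest of 100 shifts at 2.00 and 3.91%. The mouse stages differ, E10.5 for CTCF and E8.5 for H3K27ac. In mouse 25.0% of CTCF peaks lay within 2 kb of a TSS, against 11.9% of shifted ones.

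A minority of acetylated conserved elements were acetylated in the other species. The lists held 8855 CNEs acetylated in mouse PT or WP and 6693 in chicken PT or DS, of which 2857 were in both. Of the 8855 mouse CNEs, 2164 (24.4%) lay within 2 kb of a TSS and 789 (8.91%) overlapped an annotated exon. Of the 5345 CNEs of mouse PT, 37.4% (36.1–38.7%) were acetylated in chicken PT. Of the 6198 CNEs of WP, 10.3% (9.55–11.1%) were acetylated in DS, where 1109 CNEs were listed, and these 637 made up 57.4% of the DS CNEs. CNEs acetylated in mouse PT and not in WP were found in chicken PT more often than those of WP alone, 28.5% of 2657 against 20.3% of 3510 (odds ratio 1.56, raw and adjusted p = 1.6e-13, Fisher's exact test, two-sided). In DS the order was the opposite, 2.22 against 6.35% (odds ratio 0.335, exact raw p = 1.8e-15, adjusted p = 3.61e-15). This pair of tests was chosen after seeing the data.

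Over the 2857 CNEs listed in both species, matched tissue pairs across species had higher values on average than unmatched ones. The phi coefficient, a correlation of presence and absence, averaged 0.299 over the 5 matched tissue pairs and 0.135 over the unmatched ones. No other of the 120 ways to pair the tissues gave a higher mean, a comparison added because the planned one by gene was not run, and with the same number of peaks in every tissue the true pairing was the second highest. A CNE is listed only if acetylated in PT or skin of each species, so PT and skin were opposed within a species (phi -0.383 for mouse PT and WP, -0.406 for chicken PT and DS) and are not exchangeable with limb and FB, and no p is given for the pairing. Among pairs of different tissues within a species, 5 of 10 in mouse and 1 of 10 in chicken exceeded the matched mean of 0.299. The means within a species were 0.252 and 0.166, below that value. Mouse WP had 0.510 with mouse PFL. The study reported that CNE profiles were more alike between tissues of a species than between the same tissues of both. Matched values ran from 0.226 for PT and 0.235 for skin to 0.349 for PFL and 0.367 for DFL. Mouse DFL had 0.365 with chicken PFL, above the matched PFL value, and 0.242 with DS, above the matched skin value. WP had values of 0.275 with chicken PFL and 0.249 with DFL, but phi is limited where list sizes differ. With all peaks 91.5% (89.2–93.4%) of the 696 DS CNEs were acetylated in WP, against 84.4% (82.5–86.1%) of the 1546 PFL CNEs. With the same number of peaks in every tissue this order turned, with 86.8% for DS and 90.6% for PFL. Phi was then 0.155 with DS and 0.272 with PFL.

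**Figure D5:**
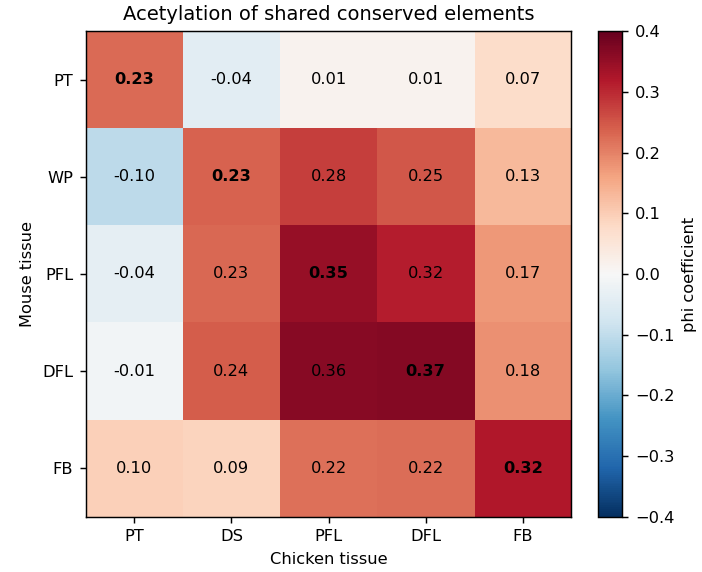
Phi coefficient (colour and number) of acetylation over 2857 conserved elements between each mouse tissue (rows) and each chicken tissue (columns), matched pairs in bold. The matched pairs average 0.299 and the others 0.135, and WP has 0.275 with chicken PFL and 0.235 with DS.

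CNEs acetylated in PT of both species were enriched near Hox genes outside HoxD. Of the 52 such mouse PT CNEs within 100 kb, 35 were acetylated in chicken PT, 67.3% against 37.1% of all others (odds ratio 3.49, exact raw p = 1.66e-05, adjusted p = 4.97e-04). Shares were also higher near proximal limb genes (54 of 98, exact adjusted p = 0.00667), where Hoxa9, Hoxa11 and Meis2 led and which thus overlap the Hox list, distal limb genes (46 of 86, adjusted p = 0.014), led by Hoxa13 (12 of 15), and dermis and papilla genes (24 of 37, adjusted p = 0.00688), led by Sox2 (7 of 11), which is also in the forebrain and neural tube lists. Ubiquitous genes were called higher too (17 of 23, exact adjusted p = 0.00688). Their odds ratio of 4.77 was larger than that of the Hox list. Among them Mtx2, next to HoxD, had 5 of 7. In skin only the dermis and papilla list was called higher, with 14 of 61 against 10.2% of others (odds ratio 2.64, exact raw p = 0.00423, adjusted p = 0.0211), Lef1 having 3 of 3 and Twist1 2 of 8. In skin ubiquitous genes had a larger odds ratio than the dermis and papilla list, 3.52 with 6 of 21, but were not called (exact adjusted p = 0.0695). Differences between lists were not tested. Tailbud and presomitic genes, with 29 of 64, were not called. Of 30 tests 6 were higher and 0 lower (Fisher's exact test, two-sided), and 8 had an unadjusted p under 0.05. An earlier count by gene, which lets neighbours share CNEs, had called 7 of the 30, HoxD and the tailbud list among them. At HoxD 6 of 11 mouse PT CNEs were acetylated in chicken PT (odds ratio 2.01, exact adjusted p = 0.531).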

Values the study reported

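The study reported topologically associating domains around HoxD of about 1.7 Mb in mouse and 0.8 Mb in chicken. For the H3K27ac comparison it brought the mouse libraries to 71,741,225 reads and the chicken libraries to 25,872,853 reads.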

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

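The tests of the difference between mouse and chicken below were chosen after the shares and fold enrichments had been seen. The tests of 2 explanations for the low share in chicken skin were chosen before their results were seen. The p-values of the differences are over peaks, and with 1 library of WP and of each FB they compare these libraries, not the species.

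The contrast between posterior trunk and skin in the share of peaks at conserved elements differed between the mouse and chicken lists. In chicken PT exceeded DS, 16.6 against 11.1%, and in mouse PT lay slightly below WP, 11.1 against 12.0%, so that the odds ratio of PT over skin was 1.74 times higher in chicken (1.61–1.88, p = 1.75e-45 for the interaction in a binomial model of peaks, two-sided). Whether the difference rests on the weaker DS replicate was checked with the replicate lists. The shares were 9.94% in replicate 1 and 10.52% in replicate 2, both below the 14.8% of each PT replicate measured in the same way. These shares count only CNEs listed for the merged peaks, and each lies below its merged value. Both DS replicates were thus lower by this count, but unlisted CNEs may lower DS and PT by different amounts. Fewer and stronger peaks called in DS are a candidate explanation. The 10032 strongest PT peaks, as many as DS has, held a CNE in 11.6% (10.95–12.2%) and the remaining PT peaks in 18.2%. With −log10 q of at least 5 in both lists the odds ratio of PT over DS was 1.66, against 1.595 for all peaks. That filter left 31056 PT and 7478 DS peaks, so it kept the imbalance and cannot test the number of peaks. Whether the number of peaks accounts for the difference stays open, as does an untested difference between the tissues or their stages.

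The relation between accessibility and fold enrichment in forebrain peaks also differed between the mouse and the chicken library. Open peaks of mouse FB had the higher median and those of chicken FB the lower, and the log2 ratio of open to left-out peaks was 0.63 higher in the mouse library (p = 1e-04, the smallest that 10000 resamples can give, permutation test, two-sided).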

How the results depend on the processing

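Matching on width, the replicate lists and block for the chicken CNE shares, leaving out the cluster peaks from S1, counting all mouse elements with and without a CNE, leaving out the forelimb or chicken forebrain libraries, the shuffled patterns, the tests over enhancers or conserved elements and their alternatives were chosen after seeing the data, the others before the data were examined. Of 324 alternative values for 59 results, 236 kept their direction and their side of the threshold, or moved by less than their spread. Some alternatives hardly changed the lists, so values kept under them say little about robustness. A −log10 q of at least 2 kept 53008 of 53057 mouse PT peaks and 42672 of 42726 chicken PT peaks. WP at 1.3 left the mouse pleiotropy odds ratios at 1.01 for promoters and 1.93 for CNE enhancers. Another 39 no longer passed the threshold, 3 newly passed it, 43 moved by more than the spread and 3 changed direction. Where nothing else is said, the cause was not tested. Chicken PT and DS share replicate numbers, and the CNE share of their replicate lists was fitted with a replicate block. The odds ratio was 1.54 with the block, 1.48–1.58 in single replicates and 1.595 in the merged lists, and the block changed no call. The replicate shares behind the block count only CNEs listed for the merged peaks. Replicate differences of PT and DS did not go together (correlation over regions -0.0072), so a shared number only names samples. Other tests used merged or single lists and were not fitted with a block. The comparison of tissues across species by gene with its alternatives, the chicken gene lists and the chicken alternatives on TSSs and exons were not run, since no annotation of that build was used. Per the study's methods the authors brought the H3K27ac libraries of a species to the same number of reads, and the lists hold no reads, so no effect of depth was tested.

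Elements depended on how peaks were joined. Without extension the odds ratio of promoters against enhancers rose from 1.01 to 1.92, with exons kept to 4.13 and within deciles of width to 1.17. For chicken CNE elements it was 0.942 without extension and no longer passed the threshold. With 1 replicate in place of the merged list, promoters gave 0.974–1.03, on either side of 1 and past the threshold in neither, and chicken CNE elements 1.08–1.12, the opposite direction to the merged list. CNEs were listed only for the merged chicken peaks, so these replicate values for CNE elements cannot decide the direction. Chicken CNE elements gave 0.723 with −log10 q of at least 5, 0.635 without the forelimb libraries, 0.599 within deciles of width and 0.450 with the same number of peaks, all further below 1 than the 0.883 of the merged list.

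Replicate agreement, the mean of both overlap shares, was 71.7% in mouse PT, 78.1% in chicken PT and 67.8% in DS. With at least 50% of a peak covered it was 63.4, 73.7 and 64.2%, lower by construction, and with summits within 500 bp 68.9, 79.0 and 69.0%. With −log10 q of at least 5 it was 73.9, 81.0 and 69.4%. At that threshold open peaks made up 85.1% in mouse PT, 94.0% in WP, 98.1% in mouse FB, 92.9% in chicken PT and 89.9% in DS. S2 then held 25.8% in mouse PT, the stretch of DS began at 16034252, and 10.4% of mouse and 15.3% of chicken CTCF peaks overlapped H3K27ac. With peaks near a TSS left out, open shares were 66.7% in mouse PT, 82.8% in WP and 94.3% in FB. With CTCF summits within 500 bp the overlaps were 14.3 and 21.0%.

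With the cluster peaks left out of S1, S2 held 34.9% in mouse PT, higher by construction. With 40% of the signal the most acetylated stretch began at 74817143 in WP and at 16064252 in chicken PT. Single replicates gave 26.0–29.8% in S2 for mouse PT, 33.3–35.8% for chicken PT and 68.0–87.3% in S2 and S3 for DS. Their stretches began at 74911143–75003143 in mouse PT, 16026252–16032252 in chicken PT and 16060252 in both DS replicates.

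With the same number of peaks per tissue the Jaccard index was 0.596 for mouse PFL and DFL, 0.692 for chicken PFL and DFL, 0.412 for mouse PT and WP, 0.471 for chicken PT and DS and 0.434 for chicken DS and FB, all higher than with all peaks.

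The planned gene list test lost calls under several alternatives. Of its 10 calls 4 were kept with a 50 kb window, 4 with the nearest gene, 7 when any enhancer above the gene's mean was counted, 8 with −log10 q of at least 5, 9 with the same number of peaks, 8 with replicate 2 alone, and 10 with replicate 1 alone, −log10 q of at least 2 or WP at 1.3. Without the forelimb libraries 4 of the 5 calls that could be compared were kept. The following odds ratios did not pass the threshold. With −log10 q of at least 5 these were the other Hox clusters in WP (0.261) and proximal limb in DFL (4.23), and with the same number of peaks the other Hox clusters in PT (2.36). With 50 kb, where 2 lists were called higher, they were the other Hox clusters in PT (1.99) and PFL (0), proximal limb in DFL (2.37), distal limb in DFL (4.01) and the face list in WP (3.06) and DFL (2.56). With the nearest gene, where 0 were called lower, they were the other Hox clusters in PT (2.88), WP (0.202), PFL (0), DFL (1.77) and FB (0) and proximal limb in DFL (3.80). With any enhancer, where 8 were called lower, they were the other Hox clusters in DFL (2.46) and the face list in WP (3.11) and DFL (2.12), and without the forelimb libraries the face list in WP (4.22). Single replicates gave 1.49–33.1 for the other Hox clusters in PT and 0–0.220 in PFL, and replicate 2 alone passed the threshold in neither.

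Against shuffled tissue patterns 0 lists were called higher and 1 lower. The ratios to the shuffled mean were 1.38, 0.228, 0, 2.65 and 0.0738 for the other Hox clusters in PT, WP, PFL, DFL and FB, 1.77 for forebrain in FB, 1.59 and 1.69 for proximal and distal limb in DFL, and 1.23 and 1.39 for the face list in WP and DFL. Shuffling keeps the enhancers that neighbours share, which the planned test counts more than once.

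Over enhancers the calls lost with −log10 q of at least 5 were forebrain in PFL (0.329), neural tube in PFL (0) and neural tube in FB (2.04). With 50 kb they were forebrain in PFL (0.203), distal limb in FB (0.247), neural tube in PFL (0) and neural tube in FB (2.52), with fewer enhancers near each list by construction.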

Other observations

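Tests in this part that were chosen after their results or the patterns were seen are those of the whisker pad and limb elements and of the CTCF positions. The comparison of crowded and lone peaks was chosen before its result was seen.

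Conserved elements acetylated in the same tissue of both species also lay beside genes outside the lists. At 16 of 31 mouse PT CNEs near Foxp1, which encodes a forkhead transcription factor, chicken PT was acetylated as well, the highest number of any gene. In skin the highest number was at Irf2bp2 (7 of 8). Next came Tead1 (6 of 15), whose product is the DNA-binding partner of YAP, tied with 1700001O22Rik and Ntmt1 (6 of 10 each). Within the HoxD region 36 CNEs were listed, 18 acetylated in mouse and 29 in chicken, 11 of them in both. PT accounted for 13 in mouse, 28 in chicken and 7 in both, and skin for 12 in WP and 2 in DS, both of which were acetylated in WP as well.

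H3K27ac peaks inside the HoxD cluster had low fold enrichments in mouse PT, with a median of 2.28 against 3.94 over all PT peaks, although the cluster was densely acetylated. A local background raised by acetylated neighbours may contribute: peaks with at least 4 others within 10 kb, leaving out the Hox clusters, had a median of 3.28 and lone peaks 4.08, a ratio of 0.803 (p = 1e-04, the smallest possible with 10000 resamples, permutation test). The 1323 peaks elsewhere that were at least as crowded as the median cluster peak had a median of 3.04, and whether crowding accounts for the whole difference was not tested. No biological explanation was tested.

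Whether the conserved elements acetylated in WP resembled those of chicken PFL more than those of DS depended on the measure and on the number of peaks. With all peaks the phi coefficient with DS was lower by a difference of -0.0402 (95% interval over resampled elements -0.0805 to 5.2e-05), but the odds ratio with DS was 1.45 times that with PFL (1.08–2.03). With the same number of peaks in every tissue phi was again lower with DS, 0.155 against 0.272, a difference of -0.117 (-0.195 to -0.0380). The odds ratio with DS was then 0.519 times that with PFL (0.320–0.838), the opposite direction to that with all peaks. That setting held 1007 elements, against 2857 with all peaks, so the set of elements changed as well. Whether few peaks in the DS list cause the lower phi with all peaks therefore stays open. The chicken limb libraries were made with another antibody, stages and skin regions differ, and the elements were listed by their acetylation in PT or skin, none of which was tested. A likeness of facial and limb mesenchyme is an untested hypothesis.

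The stronger CTCF sites of the telomeric side lay at like relative positions in mouse and chicken when the segments were scaled to equal length. The mean distance from each of the 7 chicken sites of fold enrichment 10 or more to the nearest of 9 mouse sites was 1.52% of the length of the segments, against 5.20% after random rotation of the sites, and a share of 0.0068 of 10000 rotations gave a distance as small. With sites of 5 or more, and with all sites, the shares were 0.0166 and 0.0042. The segments were scaled between bounds chosen from conserved elements, and whether the likeness rests on that scaling was not tested.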
